A study of Mus musculus with 6 samples. Its data were reported in "PHF6 and JAK3 mutations cooperate to drive T-cell acute lymphoblastic leukemia progression" (2021).

How the data were processed

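RNA was measured in bone marrow (BM) cells of C57BL/6 mice taken 100 days after transplantation. The donor cells carried JAK3 M511I, an activating change in a Janus kinase introduced with a retrovirus, to give a model of T-cell acute lymphoblastic leukemia (T-ALL). According to the labels, 3 libraries came from Phf6 wild-type (WT) and 3 from Phf6 knockout (KO) cells. The genotype labels name a gene symbol whose final digit rises from sample to sample within each group; the design text of the series names Phf6, and the genotype was read as Phf6 for all 6 libraries. The labels give the cells as BM, and whether leukemic cells were sorted before RNA extraction is not stated in them.

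The authors extracted total RNA with Trizol, made libraries with a NEBNext kit and sequenced paired-end reads on an Illumina NovaSeq instrument. The deposited table gives FPKM (fragments normalized to the length of the gene and to the size of the library) for each gene in each library, together with the gene length and coordinates that the authors used. The aligner, the counting tool, the annotation release and the use of strand are not stated. The study tested differential expression with a model for counts; because the deposited unit is FPKM, a test on the log scale was used here. Gene coordinates in the deposited table were identical to those of the GRCm38 annotation for 53585 of 54532 genes, and coordinates are given in that build.

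The product of FPKM and gene length was a whole multiple of 1 step in 100% of the values above 0 in each library, so the number of fragments per gene (called reads here) was recovered from the table. The recovered total was between 13015823 and 18235095 reads per library. The size by which the authors divided was not this total: the ratio of the 2 lay between 0.645 and 1.21, so a scaling factor per library is part of the deposited FPKM, by a method not stated. At a floor of 3 reads, a gene with no reads could still have had up to between 0.161 and 0.255 RPM, relative to the library size the authors used. Intervals and floors cover counting error only, because fragments copied by PCR are not independent molecules.

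The main test, the gene lists and the rule for the genes named were fixed before the data were examined. Genes with an FPKM of at least 1 in at least 3 of the 6 libraries were tested, which left 13393 genes. Values were transformed as log2(FPKM + 1), a scale that understates the change of low genes, and the KO-labelled libraries were compared with the WT-labelled libraries by limma version 3.58.1 (lmFit, then eBayes with an intensity trend, two-sided) in R version 4.3.3, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. An exact permutation test of 3 against 3 libraries cannot give a p-value under 0.1, so single genes were judged by the limma model alone. The other software was the R package data.table (version 1.17.8), Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9.

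Of the gene lists, 3 (cell cycle, apoptosis and T differentiation) were read from heat maps of the study, which chose them on these same libraries; a count adjusted over such a list alone is not independent evidence. A further 15 lists were written from general knowledge: G1/S phase, G2/M phase, DNA replication, p53 targets, STAT5 targets, naive CD8 T cells, effector CD8 T cells, T cells, B cells, neutrophils, monocytes and macrophages, erythroid cells, megakaryocytes and platelets, stromal and endothelial cells, and NK cells. Sets were tested with limma's camera at a preset inter-gene correlation of 0.01, with the 15 lists as 1 family for the adjustment and the 3 lists of the study as another. Genes named in the text are Phf6, the genes the study measured by qPCR with Mdm2, genes of surface markers, of the JAK and STAT families and of the sex chromosomes, the 5 protein-coding genes with the largest rise and the 5 with the largest fall among those past the threshold whose groups do not overlap, and up to 3 members of a list with the smallest p-values. A result for 1 gene under this rule is not reported here. Any other gene was chosen after its values were seen, and the text says so.

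The model was tested on simulated values for 13393 genes with the observed means and spreads, of which 200 were changed. It called 50% of the 100 genes changed by 2 and 83% of the 100 changed by 4 on the log2 scale, with 3 false calls. Without any change it called 0 of the 13393 genes, and 5.59% had an unadjusted p-value under 0.05.

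The alternatives fixed together with the main test were pseudocounts of 0.1 and 0.5, no filter on low values, a mean FPKM of at least 5, median-of-ratios scaling, quantile normalization, rescaling to TPM, eBayes without the trend, array weights, the replicate number as a block, leaving out each library in turn, a stricter threshold, a minimum fold change, voom on the recovered reads, protein-coding genes only, camera with an estimated correlation, fry, and list members outside the blood lineage markers. Removal of trends with gene length and GC content, and voom with another filter, were added after the data were seen. GC content was taken from the longest transcript of each gene in the GENCODE annotation and was known for 99.9% of the genes tested.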

Results

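To follow what loss of Phf6 does to the transcriptome in the presence of JAK3 M511I, RNA of BM cells was sequenced in 3 libraries labelled Phf6 WT and 3 labelled Phf6 KO. The libraries are called WT 1 to WT 3 and KO 1 to KO 3. Recovered reads came to 15342296, 18235095 and 14639339 in WT 1, WT 2 and WT 3, and to 15993367, 13015823 and 13932961 in KO 1, KO 2 and KO 3. No replicates were identical or differed by as little as sampling noise.

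The targeted gene was examined first. Phf6 (ENSMUSG00000025626, chromosome X, 52912266 to 52956943, plus strand) had an FPKM of 7.47, 3.67 and 8.02 in WT 1, WT 2 and WT 3, and of 6.73, 5.50 and 5.11 in KO 1, KO 2 and KO 3. The mean was 6.39 ± 2.37 (SD, n = 3) in the WT-labelled and 5.78 ± 0.849 (SD, n = 3) in the KO-labelled libraries. The log2 fold change was -0.073 with a standard error of 0.33 (limma, adjusted p = 0.893). Phf6 in WT 2 lay below all 3 KO-labelled libraries, and the log2 fold change was -0.37 without WT 2, 0.055 without WT 1 and 0.10 without WT 3. It was 0.69 after rescaling to TPM, -0.42 after removal of length and GC trends (adjusted p = 0.154) and -0.36 with array weights (adjusted p = 0.0502), within a range of the adjusted p from 0.0502 to 0.999 over the alternatives. The conditional deletion removes only part of the gene, which values per gene cannot show. The RNA level of Phf6 therefore does not separate the groups, and the directions given here rest on the labels.

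Replicates differed in how close they were. Across the 13393 genes tested, Pearson correlations of log2(FPKM + 1) were between 0.963 and 0.973 among the KO-labelled libraries and 0.948 between WT 1 and WT 3, while WT 2 gave 0.779 with WT 1 and 0.746 with WT 3. The highest correlation between libraries of different labels was 0.668. These values are across genes, which are not independent replicates. The first principal component held 67.01% of the variance and parted the 2 labels, and the second held 26.2% and parted WT 2 from the other libraries. WT 2 also had 17.1% of its reads in genes shorter than 1000 bases, against 3.11% to 5.01% in the other libraries, and 6.74% in genes of at least 8000 bases, against 22.9% to 26.5%. Ribosomal protein genes took 25.1% of the reads of WT 2, compared with 5.85% to 7.998% elsewhere.

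**Figure D1:**
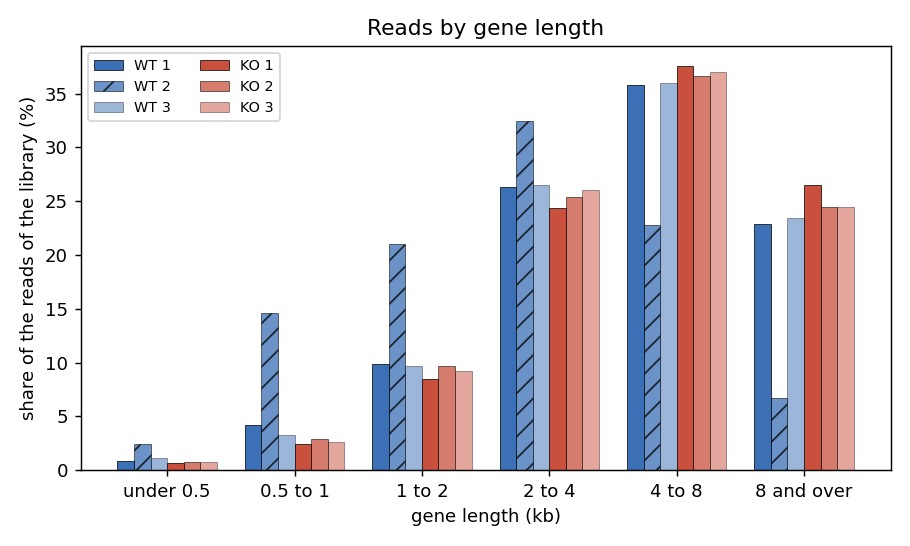
Share of the reads of each library (%, vertical axis) by gene length (kb, horizontal axis), with 1 bar per library. WT 2, the hatched bar, had 17.1% of its reads in genes under 1000 bases and 6.74% in genes of at least 8000 bases.

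The 2 groups were compared gene by gene. Of 13393 genes, 3539 had an adjusted p-value under 0.05 by limma, of which 1754 were higher and 1785 lower in the KO-labelled libraries. The library that moved this count most was WT 2: without it, 6967 genes passed, 3584 higher and 3383 lower, and 3535 of the 3539 genes were among them. Leaving out 1 KO-labelled library gave between 1934 and 2071 genes. The median log2 fold change of all genes was 0.086. After rescaling to TPM it was 0.86, and the share of calls that were higher was 67.8% compared with 49.6%. The groups did not overlap in 6576 genes (49.1%), against 10% by chance for 3 against 3 libraries.

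The 5 protein-coding genes with the largest rise were Rag1, Ptcra, Endou, Notch3 and Il2ra. Rag1 (ENSMUSG00000061311, chromosome 2, 101638282 to 101649501, minus strand) had an FPKM of 396 ± 59.3 (SD, n = 3) in the KO-labelled and 0.594 ± 0.969 (SD, n = 3) in the WT-labelled libraries, a log2 fold change of 8.11 with a standard error of 0.43 (limma, adjusted p = 0.000244). Ptcra (ENSMUSG00000036858, chromosome 17, 46755663 to 46763712, minus strand) had no reads in any WT-labelled library and a mean FPKM of 155 in the KO-labelled libraries, which was at least 928-fold higher than the floor. The log2 fold changes of Endou, Notch3 and Il2ra were 7.16, 6.91 and 6.71. The 5 with the largest fall were Ccl5, Retnlg, Lyz2, S100a8 and S100a11. Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518, minus strand) had a mean FPKM of 7.29 ± 4.84 (SD, n = 3) in the KO-labelled and 2197 ± 1549 (SD, n = 3) in the WT-labelled libraries, a log2 fold change of -8.06 with a standard error of 0.70 (limma, adjusted p = 0.000650). The log2 fold changes of Retnlg, Lyz2, S100a8 and S100a11 were -7.70, -7.38, -7.31 and -7.25. All 10 kept their direction and passed the threshold under each of the 19 alternatives in which they were tested.

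Cell cycle was a question of the study. Of the 34 genes tested in its cell cycle list, 25 were higher and 3 lower past the threshold over all genes, and 27 were higher and 6 lower when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. The median log2 fold change was 1.33 (camera, adjusted p = 4.63e-05). The 3 members with the smallest p-values were Tgfb3, Orc1 and Espl1. The number of members higher past the threshold depended on single libraries. It was 27 without WT 2, 13 without WT 1, 13 without WT 3, 7 without KO 1, 5 without KO 2 and 5 without KO 3, and the number lower was 7 without WT 2, 4 without WT 3 and 1 without each of WT 1, KO 1, KO 2 and KO 3. With a correlation estimated from the data, the adjusted p of camera was 0.215, the highest of a range from 2.36e-06 to 0.215 over the alternatives. The apoptosis list had 22 genes lower and 8 higher of 34 tested over all genes, and 24 lower and 9 higher adjusted over the list alone, with a median of -1.91 (camera, adjusted p = 1.48e-05) and Pmaip1, Capn2 and Fasl at the smallest p-values. The 8 higher members were 3 without any 1 of the KO-labelled libraries. With 1 member at the floor in 1 group set to its bound, the median was -1.96. In the T differentiation list 21 of 25 genes tested were lower and 0 higher over all genes, and 24 were lower adjusted over the list alone, with a median of -2.02 (camera, adjusted p = 2.80e-12). Il4ra, Ccr7 and Anxa1 had the smallest p-values. The number lower was 12 without KO 2 and 12 after rescaling to TPM. At an unadjusted p-value under 0.05, 2596 genes in all were higher and 2422 lower. Both of the last 2 lists also passed with an estimated correlation and with fry, and the cell cycle list passed with fry.

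Among the 15 lists not chosen on these libraries, 11 passed an adjusted p of 0.05 by camera. With fry 12 passed, and 10 of the 11 were among them, all but the B cell list. With an estimated correlation 2 passed, the effector CD8 T cell and NK cell lists. Lists of the cell cycle were higher in the KO-labelled libraries. The median log2 fold change was 1.20 for G1/S phase (adjusted p = 2.16e-08), 1.31 for G2/M phase (adjusted p = 6.38e-09) and 0.95 for DNA replication (adjusted p = 0.00130). The p53 target list had a median of -0.040 and did not pass (adjusted p = 0.165), with 4 members higher and 9 lower past the threshold; with fry it passed (adjusted p = 0.00605, range over the alternatives 0.00605 to 0.991). Its median was 0.74 after rescaling to TPM. The STAT5 target list had a median of -1.05 (adjusted p = 0.0376), although Il2ra, its member with the smallest p-value, was higher. It did not pass in 8 of 22 alternatives, among them without WT 2 (median -1.06, adjusted p = 0.0774), without KO 2 (median -0.94, adjusted p = 0.0518) and after rescaling to TPM (median -0.27, adjusted p = 0.0717), within a range from 0.0273 to 0.237 over the alternatives. The naive CD8 T cell list had a median of -0.86 (adjusted p = 0.0103), which was -0.071 after rescaling to TPM (adjusted p = 0.00119, range over the alternatives 0.00119 to 0.237), and the effector CD8 T cell list -3.23 (adjusted p = 1.97e-13), or -3.78 with members at the floor set to their bounds. The T cell list had a median of -0.24 and did not pass (adjusted p = 0.138). Its median was 0.021 without WT 2, 0.58 after rescaling to TPM, 0.15 after quantile normalization and 0.16 with array weights.

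Lists of other blood cells were lower in the KO-labelled libraries. The median was -5.94 for neutrophils (adjusted p = 4.18e-14), with 22 of 22 genes lower past the threshold, -2.69 for monocytes and macrophages (adjusted p = 1.07e-08), -4.36 for NK cells (adjusted p = 5.93e-07), -2.84 for B cells (adjusted p = 0.0246) and -2.45 for megakaryocytes and platelets (adjusted p = 0.00626, 5 genes tested). Without WT 2 the medians of the last 2 lists were -1.60 and -1.45, and the B cell list did not pass (adjusted p = 0.176, range over the alternatives 5.47e-05 to 0.502), nor did it with array weights (median -1.56, adjusted p = 0.231). At a mean FPKM of at least 5 the megakaryocyte and platelet list did not pass (median -3.10, adjusted p = 0.0814, range over the alternatives 0.000125 to 0.237). With no filter on low values it passed, but its median was only -0.42 (camera, adjusted p = 0.000292). With members at the floor set to their bounds, the medians were -4.47 for NK cells, -2.90 for B cells and -2.50 for megakaryocytes and platelets. The erythroid list had a median of -3.03 (adjusted p = 0.0851), which was -1.74 without WT 2, -3.89 with a member at the floor set to its bound, and -4.11 without WT 1. It passed in 5 of 21 alternatives, among them without WT 1 (adjusted p = 0.00794, range over the alternatives 0.000602 to 0.508). The stromal and endothelial list, with 3 genes tested, had a median of -1.29 (adjusted p = 0.222). It passed with fry (adjusted p = 0.00447, range over the alternatives 0.00447 to 0.815) and, with a median of -0.035, when no filter on low values was used (adjusted p = 0.0390). The B cell list holds Rag1, its only member higher past the threshold.

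**Figure D2:**
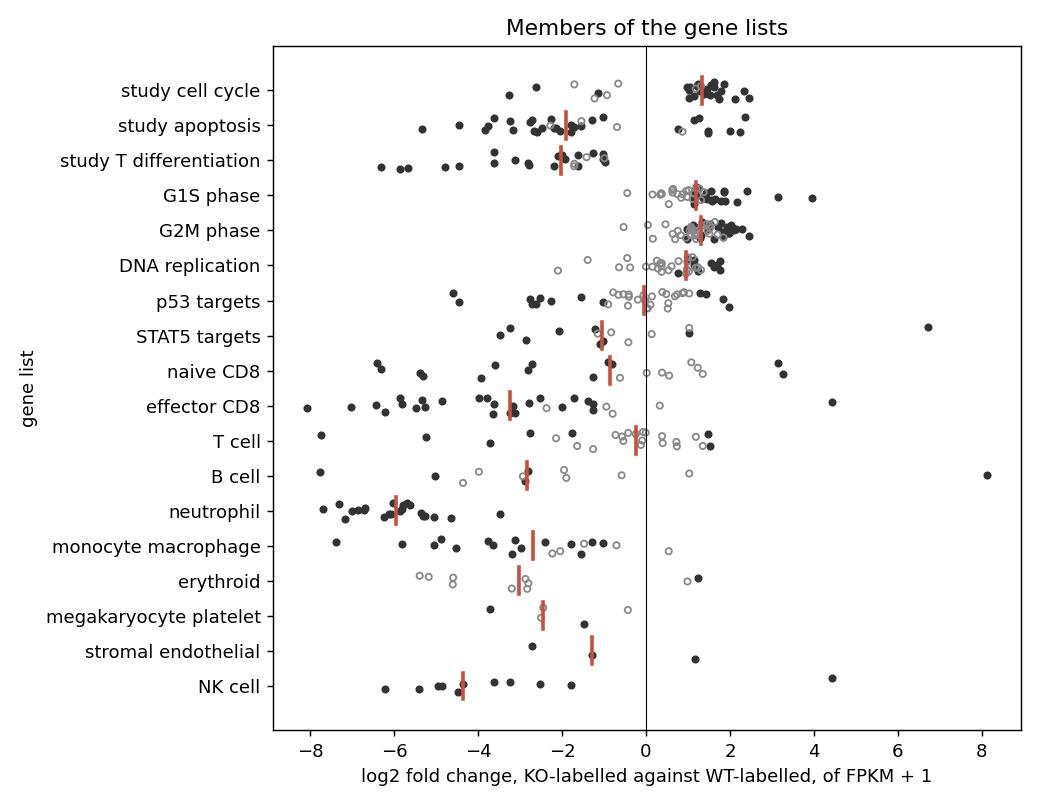
Log2 fold change of FPKM + 1 between KO-labelled and WT-labelled libraries (horizontal axis) for each tested member of 18 gene lists (vertical axis). Filled points have an adjusted p under 0.05, open points do not, and red lines mark the medians, which run from -5.94 for neutrophils to 1.33 for the study cell cycle list.

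The genes that the study measured again by qPCR were examined with Mdm2. Of 20 genes, 19 could be tested and 13 passed the threshold. This number was 16 without WT 2, 8 without WT 1, 7 without WT 3, 5 without KO 1, 5 without KO 2 and 4 without KO 3. Of the Mcm genes, Mcm2, Mcm4 and Mcm7 were higher past the threshold, with log2 fold changes of 1.25, 1.54 and 1.68 (limma, adjusted p = 0.0291, 0.0346 and 0.0395), whereas Mcm3 and Mcm5, at 1.18 and 1.31, did not pass (adjusted p = 0.0563 and 0.0544). Without WT 2 both passed, at 1.45 and 1.59. Cdc6, Cdc7, Cdc25a, Cdc25b and Cdc27 were higher by 1.45, 1.42, 1.04, 1.36 and 1.14 on the log2 scale, with adjusted p-values between 0.00973 and 0.0458. Mcm2, Mcm4, Mcm7, Cdc6, Cdc7, Cdc25a and Cdc27 each lost the threshold in between 6 and 10 of 19 alternatives, among them each fit without 1 KO-labelled library, and kept their direction. Cdc25b lost it without KO 3, at 1.19. All 10 Mcm and Cdc genes had non-overlapping groups.

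Casp1 fell from an FPKM of 25.3 ± 9.17 (SD, n = 3) to 4.74 ± 0.397 (SD, n = 3), with a log2 fold change of -2.14 (limma, adjusted p = 0.00369), and Casp4 fell from 9.53 ± 4.63 to 0.637 ± 0.178 (SD, n = 3 each), with -2.61 (limma, adjusted p = 0.00269). Casp9 had a log2 fold change of -0.69 and did not pass (limma, adjusted p = 0.0551); without WT 2 it passed, at -0.75. Gadd45a, Gadd45b and Fasl were lower, with log2 fold changes of -2.63, -3.26 and -5.34 (limma, adjusted p = 0.0186, 0.00651 and 0.000292). Gadd45a lost the threshold without WT 1 (-2.43), without KO 1 (-2.53), without KO 2 (-2.57) and without KO 3 (-2.78).

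The study placed Bai1 (Adgrb1) upstream of Mdm2 and p53. In Phf6-deficient leukemia cells it reported less p53 protein with p53 mRNA unchanged, and less Bai1 mRNA and protein. Values of RNA cannot show the level of p53 protein. Trp53 (ENSMUSG00000059552, chromosome 11, 69580359 to 69591873, plus strand) had an FPKM of 25.01 ± 3.57 in the WT-labelled and 29.6 ± 3.95 in the KO-labelled libraries (SD, n = 3 each), and its log2 fold change of 0.24 was within the spread (limma, adjusted p = 0.517). Mdm2 (ENSMUSG00000020184, chromosome 10, 117688875 to 117710758, minus strand) had 21.7 ± 6.89 and 21.3 ± 1.09 (SD, n = 3 each), with a log2 fold change of 0.023 (limma, adjusted p = 0.966), which was -0.25 without WT 2 and -0.013 without KO 1. With array weights it was -0.32 and passed the threshold (limma, adjusted p = 0.0430, range over the alternatives 0.0430 to 0.988). Adgrb1 (ENSMUSG00000034730, chromosome 15, 74516195 to 74589465, plus strand) was under the filter and was not tested. It had 5, 10 and 2 reads in WT 1, WT 2 and WT 3 and 0 reads in each KO-labelled library, which set against the floor of 3 reads is at least 2.42-fold lower; WT 3 was itself under that floor. The bound leaned most on WT 2, with an FPKM of 0.118 against 0.0449 in WT 1 and 0.0179 in WT 3. Adgrb1 lies at the limit of what the depth can show.

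**Figure D3:**
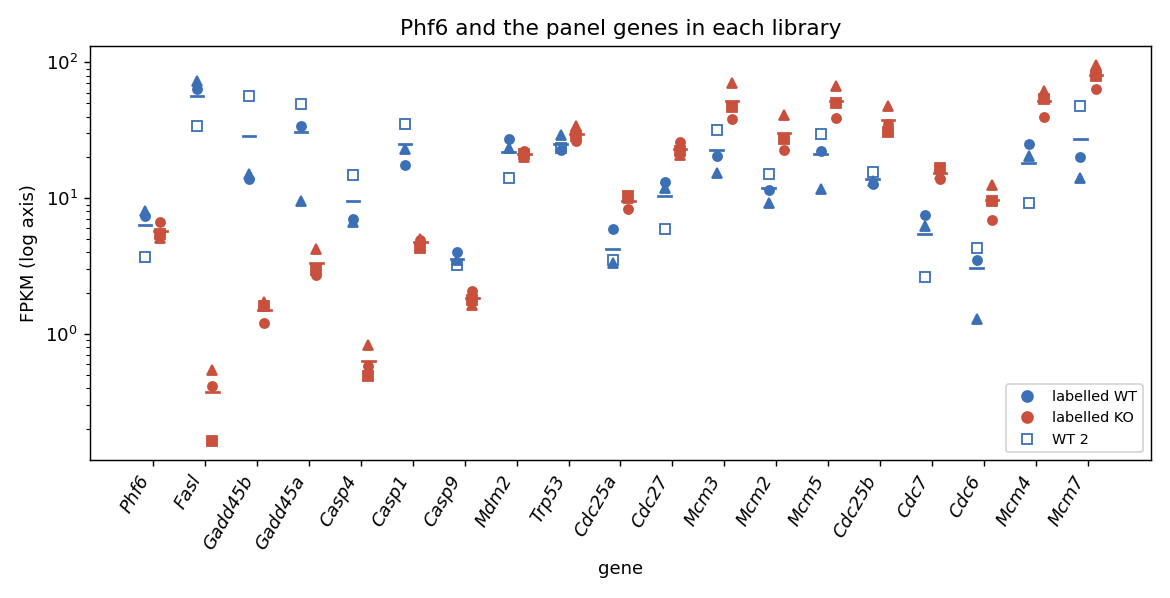
FPKM (log axis) of Phf6 and the tested panel genes, 1 point per library, with lines at the group means. WT 2 is drawn as an open square; for Phf6 it lies at 3.67, under all 3 KO-labelled libraries.

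Genes of surface markers differed in both directions. Il2ra, which encodes CD25, had a mean FPKM of 230 ± 13.5 in the KO-labelled and 1.30 ± 0.813 in the WT-labelled libraries (SD, n = 3 each; limma, adjusted p = 0.000233), and Cd4 rose by 4.67 on the log2 scale (limma, adjusted p = 0.000415). Il7r, which encodes CD127, had a log2 fold change of -2.80 (limma, adjusted p = 0.00757), and Trac had -3.72 (limma, adjusted p = 0.00596). Trbc1 had -7.73 (limma, adjusted p = 0.000672) while Trbc2 had 0.38 (limma, adjusted p = 0.671); these 2 genes are near-identical, and how the authors' counting split reads between them is uncertain. Cd3e (0.40), Cd8a (0.72), Cd8b1 (-1.64) and Mki67 (1.53) did not pass (limma, adjusted p = 0.505, 0.251, 0.0512 and 0.0583). Without WT 2, Cd8b1 (-1.15), Trbc2 (0.87) and Mki67 (1.84) passed. Il7r lost the threshold after rescaling to TPM.

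Among genes of the JAK and STAT families, Stat5a was higher by 1.78 on the log2 scale (limma, adjusted p = 0.00425) and Jak3 and Il2rg were lower, at -1.32 and -1.63 (limma, adjusted p = 0.0337 and 0.0299). Jak3 lost the threshold in 9 of 19 alternatives and Il2rg in 6. Without KO 2, Jak3 had -1.06 and Il2rg -1.57, and neither passed; the same held without KO 1 and without KO 3. Whether transcripts of the introduced JAK3 are counted under Jak3 is not stated. Jak1 (-0.99), Jak2 (-0.16), Tyk2 (-0.85), Stat3 (-0.24) and Stat5b (1.22) did not pass, with adjusted p-values between 0.0712 and 0.746 by limma. Without WT 2, Jak1 (-1.51), Tyk2 (-1.14), Stat3 (-0.73) and Stat5b (0.79) passed. Stat3 was 0.083 without WT 1. Stat3 and Stat5a overlap at their ends on opposite strands, so their values are uncertain if strand was not used. Xist and Tsix, which are antisense to each other, were under the filter, with a highest FPKM of 0.0830 for Xist. Of the Y chromosome genes, Ddx3y, Kdm5d and Uty did not pass (log2 fold changes of -0.50, 0.52 and 0.31; limma, adjusted p = 0.325, 0.497 and 0.704). Without WT 2, Ddx3y passed at -0.83, and Kdm5d and Uty were at -0.050 and -0.27. Eif2s3y (ENSMUSG00000069049, chromosome Y, 1010543 to 1028847, plus strand) had an FPKM of 28.7 ± 7.87 in the WT-labelled and 0.0837 ± 0.0719 in the KO-labelled libraries (SD, n = 3 each), a log2 fold change of -4.74 (limma, adjusted p = 0.000271).

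Segments of the T cell receptor beta chain were counted in each library. Trbv24 (ENSMUSG00000102955, chromosome 6, 41218091 to 41218557, plus strand), annotated as a variable-segment pseudogene in the deposited table and chosen after its values were seen, held 36.7% (95% Wilson interval 35.4% to 38.1%) of 5032 Trbv reads in KO 1, 90.5% (89.3% to 91.6%) of 2506 in KO 2 and 83.4% (81.6% to 85.0%) of 1892 in KO 3. In WT 1, WT 2 and WT 3 it held 0.973%, 0.580% and 0.498%, and Trbv16 led with 13.1%, 15.2% and 12.7%. In KO 1 the next segment, Trbv20, held 23.6%.

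**Figure D4:**
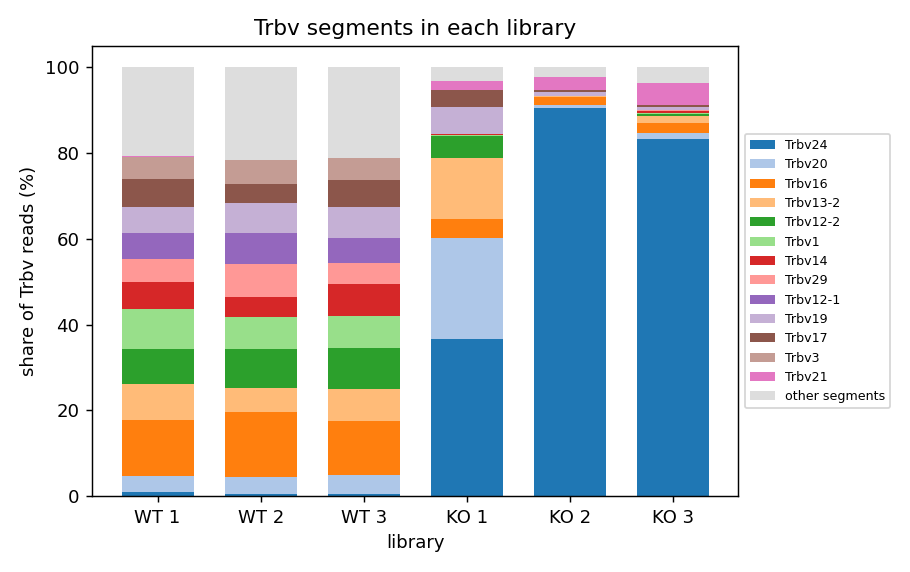
Share of Trbv reads (%, vertical axis) held by each segment above 5% in at least 1 library, stacked per library (horizontal axis). Trbv24 holds 36.7%, 90.5% and 83.4% in KO 1, KO 2 and KO 3 and under 1% in the WT-labelled libraries.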

Values the study reported

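The study reported 2377 genes as higher and 3751 genes as lower in the Phf6 KO cells with JAK3 M511I, at a P value under 0.05. It reported 35 genes of the cell cycle as higher and 39 genes of apoptosis as lower. By flow cytometry, it reported that GFP-positive cells made up 44.1% of BM in Phf6 KO mice and 7.8% in Phf6 WT mice.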

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

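Removal of length and GC trends and the second voom filter were chosen after seeing the data. The medians of the 3 study lists kept their direction under all 22 alternatives in which they were tested. The apoptosis and T differentiation lists also stayed past the threshold, with medians from -2.28 to -1.42 and from -2.49 to -1.53. The cell cycle list, with medians from 1.14 to 2.20, lost the threshold only in camera with an estimated correlation (median 1.33, adjusted p = 0.215, range over the alternatives 2.36e-06 to 0.215), where the number of independent lists past the threshold fell from 11 to 2.

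The count of 3539 genes (1754 higher, 1785 lower) ran from 1934 to 6967 across the 6 fits that each left out 1 library, with 938 to 3584 higher and 996 to 3383 lower. The 6967 came without WT 2, and 3535 of the 3539 genes remained among them. The array weights gave 8461 genes, 4388 higher and 4073 lower. A mean FPKM of at least 5 gave 1837 genes, 786 higher and 1051 lower, where fewer genes were tested. A threshold of 0.01 gave 1812, 846 higher and 966 lower. Rescaling to TPM gave 1081 lower genes and 2279 higher. The sum of FPKM was 897352 in WT 2 and between 244936 and 329893 in the others, so that rescaling lowers WT 2 most. Voom on the recovered reads gave 3386 genes, of which 3288 were among the 3539, and with the other filter 4345. Beyond these constructions, the cause was not tested.

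The number of panel genes past the threshold, 13, ran from 4 to 16 across the fits that each left out 1 library, with 16 without WT 2, and was 7 with no filter on low values and 6 with the replicate block. The numbers in the titles did not pair the libraries: the correlations of deviations between same-numbered libraries were 0.0954, 0.105 and -0.153. With the replicate block 2676 genes passed, 1207 higher and 1469 lower.

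Phf6 changed direction without passing the threshold. Its log2 fold change was 0.69 after rescaling to TPM and ran from -0.37 to 0.10 across the fits that each left out 1 library. It was -0.42 after removal of length and GC trends (adjusted p = 0.154) and -0.36 with array weights (adjusted p = 0.0502). Its adjusted p ran from 0.0502 to 0.999 over the alternatives. Rescaling to TPM also turned Ddx3y to 0.32, Jak2 to 0.66 and Stat3 to 0.57, and a mean FPKM of at least 5 turned the p53 target list to 0.032. The median of that list was also above 0 after rescaling to TPM, at 0.74, and with a pseudocount of 0.1, at 0.0069, where camera still placed the list lower. The array weights turned Kdm5d to -0.00174, Uty to -0.15 and Mdm2 to -0.32, of which Mdm2 passed the threshold (adjusted p = 0.0430, range over the alternatives 0.0430 to 0.988), and removal of length and GC trends turned Uty to -0.16 and Mdm2 to -0.046. Across the fits that each left out 1 library, Stat3 ran from -0.73 to 0.083, Kdm5d from -0.050 to 0.83, Uty from -0.27 to 0.66 and Mdm2 from -0.25 to 0.21; the lowest value of each came without WT 2. The cause was not tested. Of 50 single genes, 22 kept their direction and side of the threshold in all alternatives. Single genes, single lists and member counts changed in 93 cases to weaker, 61 to stronger and 19 by over 1.5 times. At 3 libraries per group, 50% of changes of 2 on the log2 scale were called in the simulated values. There 200 genes were changed, and each gene had the same spread in every library. Far more genes passed in the real comparison and WT 2 stood apart, so this share need not hold for it.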

Other observations

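The tests on the Trbv, Trbj and Trbc segments, on the Y chromosome, on WT 2, on exchanged labels, on myeloid cells as the whole cause and on the T cell list were chosen after the results were seen, and so were the 2 lists of further thymocyte and Notch genes, which were written after the thymocyte pattern had been seen in these libraries but before the values of their own genes were looked at; the splits, the Phf6 test of the labels and the myeloid and erythroid tests were set beforehand, while the limits that decide each test were set after the values were seen. At an unadjusted p under 0.05, 2422 genes were lower and 2596 higher in the KO-labelled libraries here. The number lower is below the value quoted from the study above, and the number higher is above it. Such numbers depend on the filter. In all, 5018 genes had an unadjusted p under 0.05 here, against 7554 by limma with no filter on low values and 6083 by voom with the other filter. At an adjusted p under 0.05, 1785 genes were lower and 1754 higher. Both are lower than the values quoted from the study above, which may rest on a p-value without adjustment. Past the threshold over all genes, 22 of the 34 apoptosis genes tested were lower and 25 of the 34 cell cycle genes tested were higher. Both numbers are below the values quoted from the study above. At any p-value, 25 apoptosis genes were lower and 27 cell cycle genes higher, so the threshold alone does not account for this. In addition, 5 members of the apoptosis list and 1 of the cell cycle list were not tested.

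The first question is whether the labels hold. Only 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many genes as 3539, and the other 9 gave 0 (between 28 and 683 genes at an unadjusted p under 0.05, against 5018 in the real one); with 10 splits this share cannot be under 0.1. The test of the labels set beforehand asked whether Phf6 in any library lies with the other group. It did in 1 WT-labelled library, WT 2, so a mislabelled library may be present by that test. That result may also come from the length profile of WT 2. Genes of 4000 to 8000 bases, among them Phf6 at 6946, took 22.8% of the reads of WT 2 and 35.8% to 37.6% elsewhere. A later test argues against 1 narrower form of a mislabelled library. The lowest correlation of 2 libraries with the same label, 0.746, was above the highest between labels, 0.668, which an exchange of 1 WT-labelled with 1 KO-labelled library would not give. That WT 2 is some other sample stays open. Phf6 cannot tell an exchange of the labels as a whole from the labels as given. Its log2 fold change, -0.073, was within its spread, and the deleted exons are not visible in values per gene. By flow cytometry, the study reported more CD25-positive cells and less TCR-beta in Phf6 KO leukemia cells. Il2ra (log2 fold change 6.71) goes with the labels as given. Trbc1 was lower (-7.73), but Trbc2 (0.38) did not pass. The mean FPKM of Trbc2 was 632 in the KO-labelled and 538 in the WT-labelled libraries. The fall of Trbc1 alone therefore cannot stand for the TCR-beta protein that the study measured. The study also reported higher shares of myeloid and B cells in BM of Phf6 KO mice. These were shares of the GFP-positive cells, at a later time than the 100 days of these libraries. Whether GFP-positive cells were sorted for these libraries is not stated in the labels. The lower neutrophil (-5.94) and B cell (-2.84) lists therefore cannot speak for or against the labels. Such an exchange stays open, because Phf6 cannot decide it and Il2ra alone does not settle it.

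WT 2 stood apart from WT 1 and WT 3. Its deviation followed gene length at equal GC content (partial Spearman correlation across genes -0.202, at most 0.165 in size for the other differences within groups) and GC content at equal length (0.288, at most 0.194 for the others), so both biases may be part of it. Neither accounts for all of it. Removing the length trend brought the correlation of WT 2 with WT 1 or WT 3 to at most 0.808, and removing both trends to at most 0.814, against 0.949 between WT 1 and WT 3 after removal of the length trend. The 50 most abundant genes took 28.9% of the reads of WT 2, against 9.69% to 12.7% in the others. Without the 50 most abundant genes of each library, 114 in all, the correlation was at most 0.762, but so few of 13393 genes can hardly move it, so their part stays open. A different mix of marrow cells in WT 2 was tested on 7 lists of other blood cells and also stays open. In 3 of them, erythroid cells, B cells and megakaryocytes and platelets, WT 2 lay above WT 1 and WT 3 by more than these differed, by 3.46, 2.93 and 2.04 on the log2 scale, and by 3.03, 2.62 and 2.31 after removal of length and GC trends. In the lists of neutrophils, monocytes and macrophages, stromal and endothelial cells and NK cells it did not. After their values were seen, Hba-a1 and Igha were chosen. Hba-a1 had an FPKM of 38784 in WT 2 against 71.6 and 291 in WT 1 and WT 3, and Igha had 4908 against 158 and 974. A list of 8 plasma cell genes, written after the data were seen, had a median log2 fold change of -3.14 between the groups.

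The study lists of apoptosis and T differentiation were lower in the KO-labelled libraries. Fewer myeloid cells may be part of this for the apoptosis list, since the neutrophil list fell, with a median of -5.94, and the monocyte and macrophage list fell too. None of the 22 neutrophil genes is in another list, 3 of the 25 monocyte and macrophage genes are in a study list, and S100a8, with a log2 fold change of -7.31, is among the most abundant neutrophil genes. For the T differentiation list the test set beforehand cannot decide: only 2 of its tested members are myeloid markers, with a median of -2.07 against -2.02 for the rest. Fewer myeloid cells as the whole cause stays open for both lists. Their members outside the markers of other blood cells fell too, with medians of -1.79 for apoptosis and -2.02 for T differentiation, but myeloid cells can express such members as well. Outside the study lists, 22 effector CD8 T cell genes had a median of -3.21, with 17 lower past the threshold, which says nothing about the members of the 2 lists. A smaller share of other marrow cells of every kind in the KO-labelled libraries stays open, and it could not be separated here from a change within the leukemic cells.

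The cell cycle lists were higher in the KO-labelled libraries. A higher share of erythroid precursors would raise the erythroid list, which had a median of -3.03, and -1.74 without WT 2. This fall did not pass the threshold (camera, adjusted p = 0.0851), and no member was lower past it. The fall came largely from WT 2, at 4.27 relative to the mean of each gene, while WT 1 lay at -0.83 and the KO-labelled libraries between -2.04 and -1.28. In 8 of the 10 members tested, every KO-labelled value was nevertheless under every WT-labelled value. By chance 5% of single genes would show this order. The members come from the same libraries and are not independent, and the list did not pass with fry (adjusted p = 0.321). Their order argues only weakly against more erythroid cells that carry these transcripts. Tfrc, the only member past the threshold, was higher, so early precursors with little globin stay open; 1 of the 22 genes is in another list. The same T cells less diluted by other cells would raise T cell genes together. Instead 5 members of the T cell list were lower past the threshold and 2 were higher. A difference in proliferation between the genotypes was not tested here and stays open in these libraries. By flow cytometry of GFP-positive BM cells, the study reported that G1/S and G2/M held more of the Phf6 KO cells.

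Genes of thymocyte stages were high in the KO-labelled libraries, and a thymocyte-like state is a candidate explanation. Further genes of the same stage, chosen because of this pattern but before their own values were looked at, were tested in the same libraries, and 6 of 7 were higher past the threshold, with a median log2 fold change of 3.59, or 5.41 with members at the floor set to their bounds. Notch pathway activity was tested on 5 further genes chosen in the same way. Only 3 could be tested and 1, Heyl, passed, with a median of 0.59. Hey1, under the filter, went the other way. It had 7, 9 and 12 reads in WT 1, WT 2 and WT 3 and 0 in each KO-labelled library, at least 3.71-fold lower against the floor. Hes5, also under the filter, had at most 6 reads in a library. Hes1, Dtx1 and Notch1, genes of the Notch pathway chosen after their values were seen, were higher by 5.14, 4.52 and 4.21 on the log2 scale. Their adjusted p-values by limma were 0.00170, 0.000783 and 0.0126, but genes chosen in this way test nothing. Notch pathway activity therefore stays open. Among 11 thymocyte genes chosen after their values were seen the median was 4.67, which tests nothing. Normal thymocytes with many receptor chains are argued against, since such chains use Trbj1 and Trbc1 as well as Trbj2 and Trbc2. Trbj1 held at most 3.76% of the Trbj1 and Trbj2 reads in a KO-labelled library against at least 43.6% in the WT-labelled libraries, and Trbc1 held at most 0.443% of the Trbc1 and Trbc2 reads against at least 38.4%. Whether these segments are missing from the germline of the donors was not tested.

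The same segment, Trbv24, led in all 3 KO-labelled libraries. At the segment frequencies of the WT-labelled libraries, 3 independent draws give the same segment with a chance of 0.00582. This value takes the leading segment of each library as a rearranged segment drawn at random. It does not apply if Trbv24 is transcribed without rearrangement. A single clone with the same segment profile in each library as the only source of Trbv reads is argued against. The largest difference in the share of a segment was 53.7 percentage points between KO 1 and KO 2, 46.6 between KO 1 and KO 3 and 7.11 between KO 2 and KO 3, against at most 2.88 between WT-labelled libraries. A single clone in which segments that are not rearranged are transcribed at different levels stays open. Such transcription was not tested, and Trbv24, which held 36.7% in KO 1, is annotated as a pseudogene, so its share does not show how many clones there are. T cells like those of the WT-labelled libraries as the source of the other Trbv reads are argued against. Of 16 other segments common in each WT-labelled library, 8 in KO 1, 9 in KO 2 and 4 in KO 3 were under 0.1 times their lowest share there, and 0 in any WT-labelled library set against the other 2. Trbj1 reads numbered 0, 2 and 7 in KO 1, KO 2 and KO 3, against 557, 34 and 721 in WT 1, WT 2 and WT 3. A shared clone together with other clones stays open too. If the KO-labelled libraries share cells of 1 origin, they may not be 3 independent replicates, and the spread between them would be too small for the comparison of genotypes. Eif2s3y was near 0 in the same libraries, with at most 11 reads. Loss of the Y chromosome is argued against, as the lowest ratio of KO-labelled to WT-labelled mean FPKM among Ddx3y, Kdm5d and Uty was 0.668. A Y chromosome of another strain in the donors, or a deletion around Eif2s3y, cannot be told apart from lower expression in values per gene. Gm29650, a neighbouring gene chosen after its values were seen, had no reads in the KO-labelled libraries.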
